A study of Drosophila melanogaster with 6 samples.

How the data were processed

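The data are messenger RNA sequencing libraries of 6 pooled samples of *Drosophila melanogaster* larvae, 3 in which Mad was knocked down in muscle and 3 control knockdowns. Per the labels, each sample pooled the muscle-enriched lysates of 6 to 10 wandering third-instar larvae. Wandering is the stage at which larvae leave the food before pupariation. Dmef2-Gal4 is a driver line that switches on transgenes in muscle, and here it drove a hairpin against Mad or against mCherry, a fluorescent protein that flies do not make. Mad is the transcription factor that carries the bone morphogenetic protein (BMP) signal to the nucleus. Per the labels' protocols, RNA was extracted with Trizol, polyadenylated RNA was selected with oligo-dT, and the libraries were sequenced in a paired-end run described as PE50. The labels state no aligner, counter, genome build, annotation or strand setting.

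The deposited signal was a table of normalized gene counts with 1 column per library, and replicates were not pooled by the authors. In each column every value above 0 was a whole multiple of 1 step, and the steps gave whole counts for 100% of the values within a tolerance of 0.001. The step of each column equalled the inverse of the median-of-ratios size factor, as DESeq2 defines it, recomputed from those whole counts. The deposited values were therefore taken as gene counts divided by 1 size factor per library, and the factors ran from 0.820 to 1.10. The factor of Mad knockdown replicate 3 was 0.993, the nearest to 1 of the 6. The table held 17807 genes, of which 57 had no symbol and 3201 were at 0 in all 6 libraries. Gene identifiers were matched to the Ensembl 115 annotation of BDGP 6.54, and 97 identifiers were not in it. Coordinates below are from that annotation, which is not known to be the one the authors used.

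Recovered counts summed to 96639921, 110741862 and 124490149 in control knockdown replicates 1, 2 and 3, and to 119254647, 127220949 and 109301864 in Mad knockdown replicates 1, 2 and 3. At this depth the spread between replicates, rather than counting error, limits the precision of all but the lowest genes. A group whose libraries all held 3 counts or fewer was treated as being at the floor, and a fold against it as a lower bound.

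The main test was fixed before the data were examined, as were the gene lists, the rule for naming genes and the alternatives, apart from those named below as chosen later. The test took log2(normalized count + 1) of the 10348 genes with a normalized count of at least 10 in at least 3 of the 6 libraries. limma 3.58.1 was run in R 4.3.3 with lmFit and eBayes with a trend, Mad knockdown against control knockdown, with no covariate and two-sided p-values. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05, with no minimum fold. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. An exact two-sided permutation test was added for Mad. With 3 libraries against 3 it cannot go below 0.1.

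Genes were named by rule. The rule took Mad, the 5 called genes with the most positive and the 5 with the most negative change among those with a mean of at least 50 in a group and no overlap between the groups, and members of the BMP lists past the threshold adjusted over the list alone. It also took the called member with the largest change of each study list past its threshold. Other genes named in the text were chosen after their values were seen.

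Gene lists were tested with camera at a preset inter-gene correlation of 0.01, and Benjamini-Hochberg adjustment was made over 13 study lists and separately over 10 tissue, stage and sex lists. The study lists were BMP pathway components, BMP target genes, insulin and TOR signalling, sarcomere, neuromuscular junction, cell cycle and endoreplication, cytoplasmic ribosomal proteins, ribosome biogenesis, proteasome, autophagy, nuclear oxidative phosphorylation, mitochondrially encoded genes and glycolysis. The other lists were ecdysone response, fat body, salivary gland, haemocyte, nervous system, midgut, epidermis and cuticle, trachea, testis and the male dosage compensation RNAs. The lists were written from general knowledge of the organism and not from these libraries. Names missing from the table under the written spelling were left out.

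The alternatives were pseudocounts of 0.5 and 5, no filter, a mean of at least 50, quantile normalization, scaling to the 75th percentile, TMM on the recovered counts, eBayes without a trend and with robust fitting, and the replicate number as a block. The quasi-likelihood test of edgeR 4.0.16 and the test of DESeq2 1.42.0 were run on the recovered counts. Each of the 6 libraries was left out in turn, an adjusted p-value under 0.01 and an absolute log2 fold change of at least 1 were each tried, and lists were also tested with fry and with camera at an estimated correlation. A fit in which the trend of log2 values with gene length and level was removed from each library (loess, span 0.5) was added after seeing the data. Base composition was not examined, because no genome sequence was used here.

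The scripts were tested on simulated data in which 200 of 10348 genes were changed. limma recovered 86% of genes changed 4-fold and 54% of those changed 2-fold, and 8.92% of its 157 calls were unchanged genes. For edgeR the share of unchanged genes among the calls was 9.43%, and for DESeq2 it was 21.1% of 218 calls. Each method gave the right direction for every changed gene it called. The camera p-value was 1.7e-22 for a list of 40 genes shifted by 0.5 on the log2 scale and 0.205 for an unshifted list. Genes were simulated independently of each other, so this check does not cover the effect of correlation between genes on camera. Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and plots.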

Results

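Transcript levels were measured in muscle-enriched lysates of wandering third-instar *Drosophila* larvae in which Mad, the nuclear effector of BMP signalling, was knocked down in muscle. The comparison was with a control knockdown against mCherry, and each group held 3 libraries. Recovered gene counts ran from 96639921 to 127220949 per library, and the ranges of the groups overlapped. The 10 most abundant genes took from 20.1% to 22.6% of the counts of a library. Levels are given as the authors' normalized counts, mean ± SD (n = 3 per group), and changes as log2 fold changes of Mad knockdown over control knockdown.

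The targeted gene was examined first. Mad (FBgn0011648) is a protein-coding gene on the minus strand of chromosome 2L, from 3146056 to 3159643. Its normalized counts were 7533, 7658 and 7010 in control knockdown replicates 1 to 3 and 4348, 5643 and 5053 in Mad knockdown replicates 1 to 3. The mean fell from 7400 ± 344 to 5015 ± 648, which is 67.8% of control, and the groups did not overlap. The lysates were enriched for muscle and may hold other tissues, so this fall does not measure the knockdown within muscle cells. The log2 fold change was -0.57 (SE 0.102), with an adjusted p-value of 0.0440 in limma with Benjamini-Hochberg adjustment. An exact two-sided permutation test of the 6 values gave p = 0.1, the smallest value that 3 libraries against 3 allow. The call was close to the threshold and was lost under 8 of the 18 alternatives set in advance, over which the adjusted p-value ran from 1.2e-04 to 0.143. The highest value came from limma without control knockdown replicate 2, at a log2 fold change of -0.54.

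**Figure D1:**
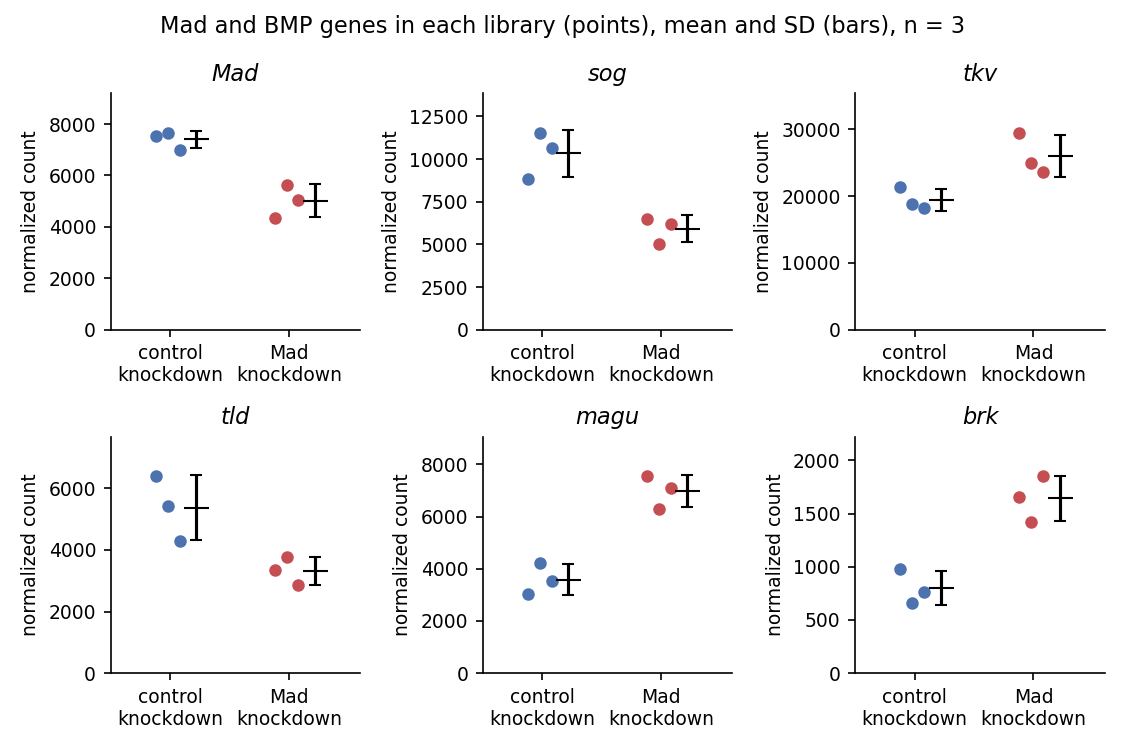
Normalized counts (y axis, starting at 0) of Mad and of the 5 BMP list genes past the threshold adjusted over the list alone, in each of 3 control knockdown libraries (blue) and 3 Mad knockdown libraries (red), with the mean and SD as bars. In each of these 6 genes the groups do not overlap, and Mad lies between 4348 and 5643 after its knockdown against 7010 to 7658 in controls.

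The libraries were then compared over the 10348 tested genes. Pearson correlations of the log2 values across genes, which are not independent replicates, ran from 0.980 to 0.988 within groups and from 0.968 to 0.981 between groups. The first principal component held 39.1% of the variance and the second held 20.2%. All 3 control libraries lay on the negative side of the first component, from -37.4 to -20.1, and all 3 Mad knockdown libraries on the positive side, from 17.9 to 42.3. Over the 500 genes with the highest variance the first component held 43.4% and parted the groups in the same way.

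**Figure D2:**
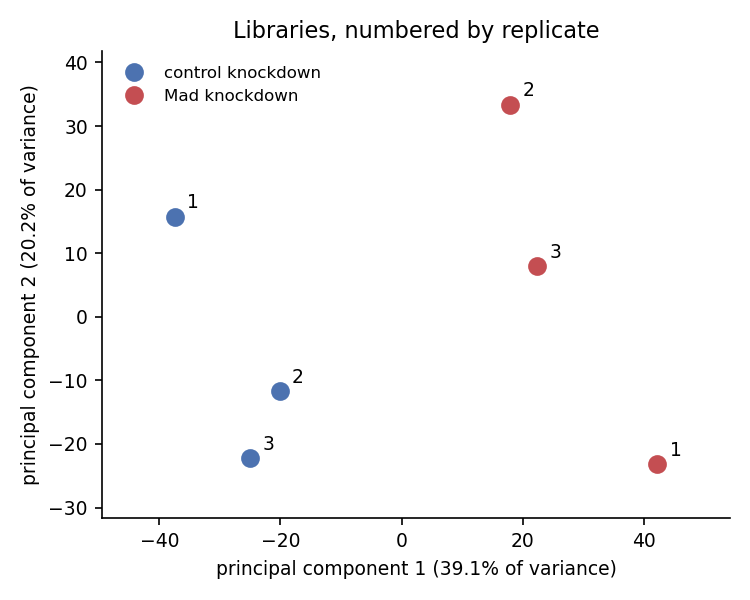
Scores of the 6 libraries on principal component 1 (39.1% of the variance, x axis) and component 2 (20.2%, y axis), computed from log2 normalized counts of the tested genes, with the replicate number beside each point. The control knockdown libraries (blue) lie between -37.4 and -20.1 on component 1 and the Mad knockdown libraries (red) between 17.9 and 42.3, while component 2 spreads the libraries within both groups.

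Which genes changed after Mad knockdown was tested next. limma called 268 genes, 106 higher and 162 lower, at a Benjamini-Hochberg adjusted p-value under 0.05. The calls were 2.59% of the genes tested, and 1967 genes had an unadjusted p-value under 0.05. The median change over all tested genes was 0.0054, a value that the authors' scaling holds near 0. The median absolute change of the called genes was 0.93 on the log2 scale, and 116 of them changed by at least 1, 46 upwards and 70 downwards. All 268 called genes had no overlap between the groups, as had 2542 of the 10348 tested genes (24.6%, where chance gives 10%). As a ratio the count moved most without control knockdown replicate 2, where limma called 43 genes, and 40 of these were among the 268. On recovered counts, of which 100% came out whole, edgeR called 252 genes and DESeq2 called 1000. Of the 268 genes, edgeR called 248 and DESeq2 called all 268, each in the same direction.

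**Figure D3:**
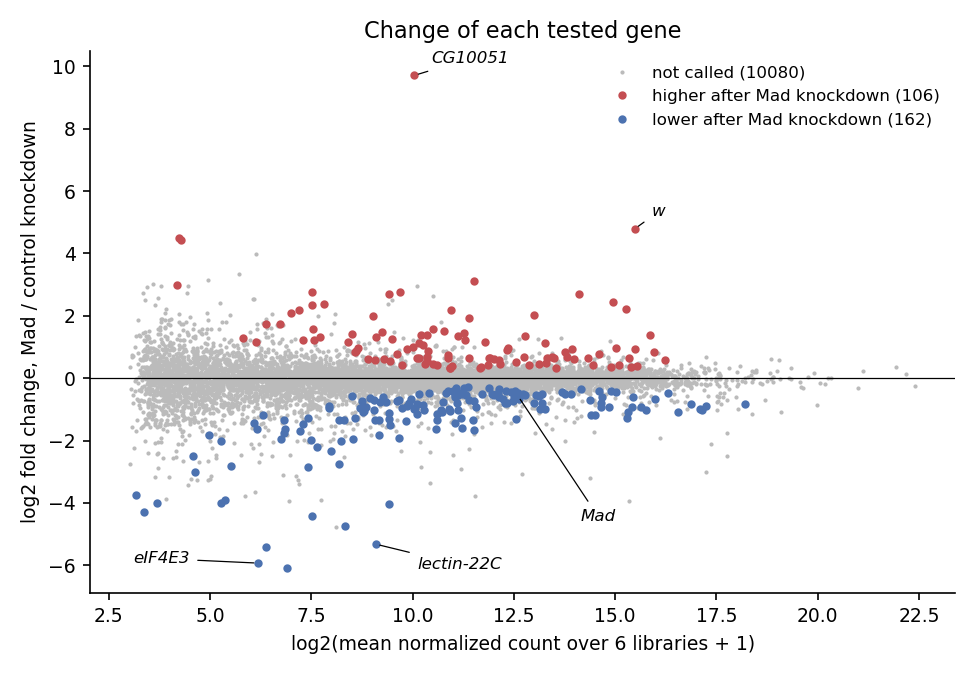
Log2 fold change (y axis) of each of the 10348 tested genes against the log2 of its mean normalized count plus 1 over the 6 libraries (x axis). The 106 genes called higher are red, the 162 called lower are blue and the others are grey; Mad lies among many called genes of similar size of change, while w and CG10051 stand apart.

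The genes that rose most under the naming rule lay on 3 chromosomes. CG10051 (FBgn0034437, chromosome 2R, 19363641 to 19367294) was at 2.03 ± 1.86 in control libraries and at 2108 ± 148 after Mad knockdown. Its fitted log2 fold change of 9.71 depends on the pseudocount, since the control libraries held 2, 0 and 4 counts. The eye colour gene w (FBgn0003996, chromosome X, 2790599 to 2796466) rose from 3213 ± 326 to 88754 ± 5202, a log2 fold change of 4.79 (SE 0.0906) with an adjusted p-value of 5.6e-06 in limma with Benjamini-Hochberg adjustment. The cytochrome P450 gene Cyp9b2 (FBgn0015039, chromosome 2R, 7130277 to 7132139) rose from 608 ± 132 to 5297 ± 1349, by 3.11 on the log2 scale. The genes cysu (FBgn0038511, 17425768 to 17446499) and CG42822 (FBgn0262004, 17413901 to 17414607) lie within one stretch of chromosome 3R and both rose by 2.75. The level of cysu went from 208 ± 85.4 to 1434 ± 738, and that of CG42822 from 46 ± 5.43 to 317 ± 49.8. The call of cysu was lost in each of the 6 fits that left out 1 library, where its adjusted p-value in limma ran from 0.0557 to 0.0907.

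Among the genes that fell most, eIF4E3 (FBgn0265089, chromosome 3L, 8229224 to 8230568) held 3 counts or fewer in each Mad knockdown library and averaged 142 ± 43.8 in controls, so it was at least 46.9-fold lower. Dscam4 (FBgn0263219), which lies close to it on 3L from 8238647 to 8282398, fell from 622 ± 89.4 to 23 ± 8.06, with a log2 fold change of -4.74. The pseudogene CR44383 (FBgn0265533, chromosome X, 15796477 to 15796897) fell from 233 ± 18.3 to 2.52 ± 1.06, and whether a related gene shares reads with it was not tested. CG30288 (FBgn0050288, chromosome 2R, 21519243 to 21520393) fell from 162 ± 36.3 to 2.87 ± 1.09, with a log2 fold change of -5.41. The lectin gene lectin-22C (FBgn0259230, chromosome 2L, 2036409 to 2037265) fell from 1074 ± 1225 to 16.5 ± 3.13. Its control mean rests on replicate 1, at 2488, and its log2 fold change of -5.32 became -4.40 without that library. That fit kept its call, which was lost in the 5 fits that left out another library. The call was also lost in the fits without a trend and with a replicate block. The adjusted p-values in limma of the fits that lost it ran from 0.0540 to 0.0694. The adjusted p-values of these 5 genes in limma with Benjamini-Hochberg adjustment ran from 0.00108 to 0.0201. CG10051, CR44383, eIF4E3 and CG30288 were not tested in the 3 fits that left out a library of the group expressing them, because they then failed the filter.

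How the BMP pathway itself changed was asked with 2 lists fixed in advance, of pathway components and of target genes, with 40 genes tested. 5 of them were past the threshold adjusted over the list alone, and 3 of the 5 were also called over all genes. The component list also held babo, Smox, Actbeta, daw and myo, which belong to the related Activin branch. None of these was past either threshold. The BMP antagonist gene sog (FBgn0003463, chromosome X, 15603283 to 15633434) fell from 10334 ± 1381 to 5921 ± 772, with a log2 fold change of -0.80 (SE 0.133). The secreted modulator magu (FBgn0262169, chromosome 2R, 10052541 to 10063712) rose from 3588 ± 598 to 6976 ± 625, by 0.97 (SE 0.131). Exons of other genes cover 18.8% of its exons, and the strand setting of the counting is not stated, so part of its count is uncertain. The transcriptional repressor brk (FBgn0024250, chromosome X, 7307939 to 7311132) rose from 800.2 ± 162 to 1645 ± 214, by 1.05 (SE 0.166). Their adjusted p-values over all genes in limma with Benjamini-Hochberg adjustment were 0.0367 for sog, 0.0192 for magu and 0.0318 for brk. None of these 3 calls held in limma without a trend, at 0.0847, 0.0563 and 0.0773. Of the 6 fits that left out 1 library, 1 kept the call of sog, 3 that of magu and 1 that of brk. The type I receptor tkv (FBgn0003716, chromosome 2L, 5219000 to 5271384) rose from 19446 ± 1670 to 25982 ± 3086, and the protease gene tld (FBgn0003719, chromosome 3R, 24749731 to 24753510) fell from 5376 ± 1045 to 3316 ± 454. For these 2 genes the limma p-values with Benjamini-Hochberg adjustment were 0.0360 and 0.0349 over the list alone, and 0.0962 and 0.0848 over all genes. The count of 5 fell to 3 in limma without a trend and when control knockdown replicate 2 was left out, and rose to 8 without Mad knockdown replicate 1. The inhibitory Smad gene Dad, named after its values were seen, changed by less than its error, from 3779 ± 255 to 3866 ± 634 at a log2 fold change of 0.02 (SE 0.123).

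Whether groups of genes shifted together was tested with 13 lists, and camera placed 6 past its adjusted threshold. The sarcomere list had a median log2 fold change of -0.49 over 37 genes, with 30 genes lower, and an adjusted p-value of 1.0e-09. Glycolysis had a median of -0.79 over 14 genes, with 13 lower, and an adjusted p-value of 1.4e-08. Cytoplasmic ribosomal proteins had a median of -0.20, with 82 of 82 genes lower, and an adjusted p-value of 7.7e-19. At the other scalings at least 78 of these 82 genes were lower, and the median was nearer 0, at -0.15 at the least. Nuclear oxidative phosphorylation had a median of -0.16, with 51 of 57 genes lower, and an adjusted p-value of 7.3e-08. The proteasome list had a median of 0.21 with 32 of 32 genes higher (31 at every scaling tried) and an adjusted p-value of 1.0e-09. The BMP target genes had a median of 0.26, with 13 of 17 genes higher, and an adjusted p-value of 0.0314. Of these genes only brk was called, over all genes or over the list alone. The list was not divided by the direction that a loss of Mad would predict for each gene. Its median therefore does not show whether BMP signalling fell or rose. That median was 0.10 without Mad knockdown replicate 3 and 0.46 without Mad knockdown replicate 1. The median of nuclear oxidative phosphorylation was -0.10 without control knockdown replicate 1 and -0.098 without Mad knockdown replicate 2. The other 7 lists had medians from -0.14 to -0.0016 and adjusted p-values from 0.106 to 0.889. None of the 13 lists was past the threshold under fry, where the smallest adjusted p-value was 0.0682 and 3 lists had an unadjusted p-value under 0.05. None was past it in camera with an estimated correlation, where the smallest was 0.556. The calls of these lists therefore hold only at the preset correlation.

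**Figure D4:**
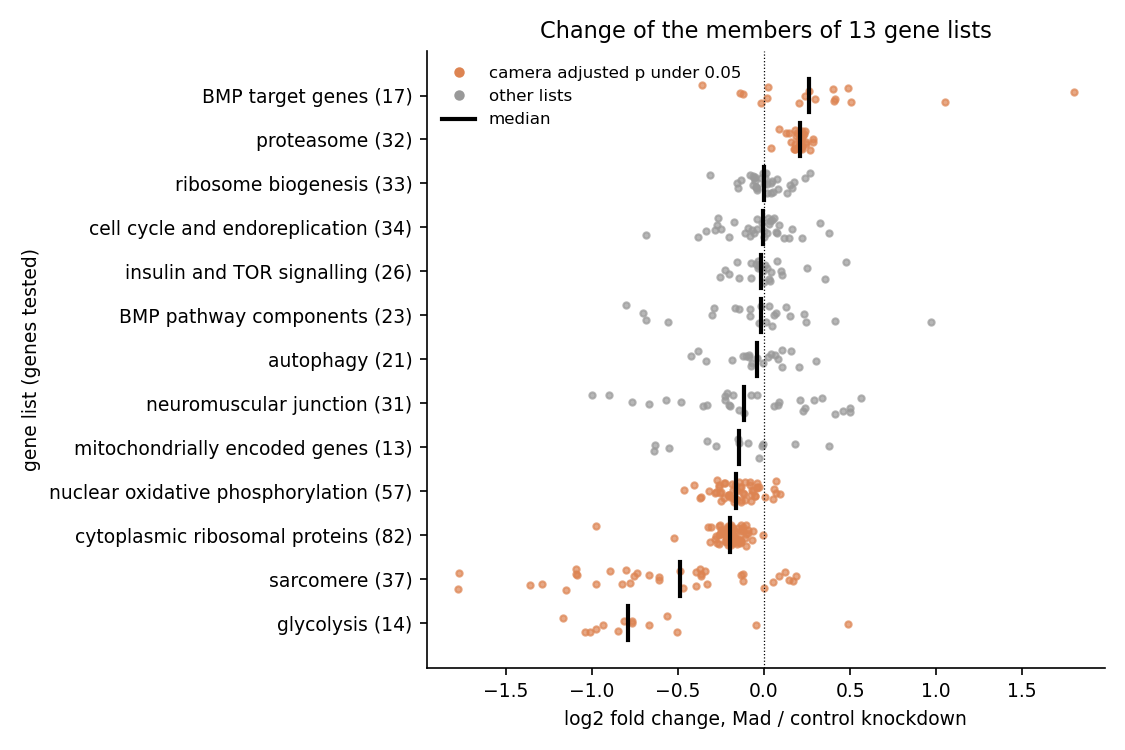
Log2 fold change (x axis) of each tested member (points) of the 13 study lists (y axis, with the number of genes tested), with the median of each list as a black bar. Lists past the camera threshold at the preset correlation are orange. Proteasome genes lie in a narrow band from 0.041 to 0.29, with a median of 0.21. Ribosomal protein genes have a median of -0.20 and spread from -0.97 to -0.0080, while sarcomere genes spread from -1.78 to 0.18.

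Single genes of these lists changed unevenly. In the sarcomere list 6 genes were called over all genes and 21 adjusted over the list alone, and in glycolysis these counts were 4 and 12. The called sarcomere gene with the largest change was the actin gene Act87E (FBgn0000046, chromosome 3R, 13425983 to 13428375), which fell from 57056 ± 6846 to 23947 ± 6885. Its log2 fold change was -1.29 (SE 0.219) and its adjusted p-value 0.0390 in limma with Benjamini-Hochberg adjustment. Other actin genes share much of its sequence, so its count is uncertain to the degree that reads were split between them. Among glycolytic genes the largest called change was in Pfk (FBgn0003071, chromosome 2R, 10109740 to 10117457), which fell from 32260 ± 6061 to 14383 ± 3158, with a log2 fold change of -1.17 (SE 0.201) and an adjusted p-value of 0.0394. Of the 6 fits that left out 1 library, 2 kept the call of Act87E and 1 that of Pfk, and limma without a trend kept neither, at 0.0877 and 0.0898. No gene was called, over all genes or over the list alone, among ribosomal proteins, nuclear oxidative phosphorylation and the proteasome. At an unadjusted p-value under 0.05 these lists held 49, 19 and 15 genes.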

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

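The alternatives were chosen before the data were examined, except the removal of the trend with gene length and level, which was chosen after seeing the data. Pseudocounts of 0.5 and 5, no filter, a mean of at least 50, quantile normalization, 75th percentile scaling, TMM, robust fitting, edgeR and the removal of the length and level trend gave from 224 to 308 called genes, within 1.5 times the 268 of the report. None of the alternatives reversed the direction of Mad, of a gene named by rule or of a list past its threshold in either setting. The sign of a list past the threshold in neither setting was not read.

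The count of called genes moved by more than 1.5 times under 8 fits, 5 of which left out 1 library, and under both stricter thresholds. limma without a trend called 138 genes, 51 higher and 87 lower, and 122 of them were among the 268. DESeq2 called 1000 genes, 391 higher and 609 lower, and included all 268. Its calls on simulated data held more unchanged genes (21.1%) than those of limma (8.92%), so its longer list is not read as greater power alone. An adjusted p-value under 0.01 left 49 genes (23 higher, 26 lower), and an absolute log2 fold change of at least 1 left 116 (46 higher, 70 lower). The 6 fits that each left out 1 library called from 43 to 193 genes, from 23 to 62 of them higher and from 20 to 131 lower. The counts were 106, 43 and 72 without control knockdown replicates 1, 2 and 3, and 110, 103 and 193 without Mad knockdown replicates 1, 2 and 3. The excess of lower genes was reversed without control knockdown replicate 1 (56 higher, 50 lower) and replicate 2 (23 higher, 20 lower). Such fits have 5 libraries, which by construction lowers the number of genes past a threshold. The share of higher genes stayed within 10 percentage points of the 39.6% of the report at every scaling tried, and was 48.7% after quantile normalization.

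The replicate numbers are shared between the groups, but the deviations of same-numbered libraries from their group means had correlations of -0.14, -0.066 and 0.037, so the numbers were not taken to pair the libraries. With a replicate block limma called 117 genes, 47 higher and 70 lower, and 92 of these were among the 268. Mad had a log2 fold change of -0.57 and an adjusted p-value of 0.0787 in that fit.

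The change of Mad kept its direction in all 18 alternative fits set in advance, with log2 fold changes from -0.66 to -0.47, and was past the threshold in 10 of them. It was also past it after the removal of the length and level trend (adjusted p-value 0.0288). The adjusted p-value was 0.0516 in edgeR (log2 fold change -0.55) and 0.0981 in limma without a trend (-0.57). In the fits that left out 1 library the log2 fold change ran from -0.66 to -0.47 and the adjusted p-value from 0.0443 to 0.143, and the call was kept only without Mad knockdown replicate 2. At -0.57 Mad was also outside both stricter thresholds. The number of BMP list genes past the threshold adjusted over the list alone was 3 in limma without a trend and ran from 3 to 8 in the fits that left out 1 library. The first principal component held 43.4% of the variance over the 500 most variable genes against 39.1% over all tested genes. The cause of these differences was not tested, apart from the smaller number of libraries.

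The list tests depended on how correlation between genes was handled. With an estimated correlation camera gave adjusted p-values of 0.556 for sarcomere, ribosomal proteins and glycolysis, 0.617 for the proteasome and BMP target genes, and 0.676 for nuclear oxidative phosphorylation. fry gave 0.0682 for sarcomere and ribosomal proteins, 0.0725 for glycolysis, 0.2004 for the proteasome, and 0.288 for nuclear oxidative phosphorylation and BMP target genes. The BMP target list also gave 0.0527 with a mean of at least 50, and from 4.2e-04 to 0.178 in the fits that left out 1 library. It lost its call without control knockdown replicate 2, Mad knockdown replicate 2 or Mad knockdown replicate 3. Leaving out 1 library brought 2 other lists past the threshold. The neuromuscular junction list ranged from 0.0268 to 0.586, with the lowest value without Mad knockdown replicate 1. The mitochondrially encoded genes ranged from 0.0110 to 0.653 and were past the threshold without control knockdown replicate 3 or Mad knockdown replicate 2.

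For the genes named by rule other than Mad, 272 of 328 alternative values stayed on the same side of the threshold, 54 were no longer past it and 2, both from DESeq2, were newly past it. After the removal of the length and level trend, sog was also no longer past it, at an adjusted p-value of 0.0540. For the tissue, stage and sex lists 177 of 190 stayed, 4 were no longer past the threshold and 9 were newly past it. Of the 9, 6 were of the haemocyte list, 2 of the roX RNAs and 1 of the ecdysone list. The depth of at least 96639921 counts per library does not limit genes at the level of Mad, whereas changes of genes with a few counts in a group, such as CG10051 and CR44383, are known only as large.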

Other observations

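The other splits of the libraries for called genes were set as a test of an explanation before their result was seen. So were the roX RNAs, the ecdysone list and the fat body list. The camera and fry tests of the other tissue lists were also fixed before the data were examined, as were their fits with a library left out. Using those lists to weigh an explanation was decided only after the result was seen, as was every other test of an explanation in this part. The genome coordinates, gene families and cutoffs used here were chosen after seeing the data.

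The number of called genes stood apart from that of other groupings, as far as 6 libraries can show. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many as 268 calls, and the other 9 gave 0 each, with 139 to 657 genes at an unadjusted p-value under 0.05 against 1967 in the real split. The other splits mix the groups, so any group difference widens the spread within them and lowers their counts. With 10 splits the share cannot fall below 10%, so a grouping by chance cannot be excluded by this count. The lists behaved otherwise. 5 of the 10 splits gave as many as 6 study lists past the camera threshold, the real one included, and the other splits gave from 2 to 7. The other splits keep part of the group difference, and which lists passed, and in which direction, was not compared. Their counts therefore do not show how many lists would pass without a group difference. A candidate explanation is that genes of these lists vary together from one pool of larvae to the next, whatever the group, which the preset correlation of 0.01 does not allow for. The list shifts in the report stay open to this reading, and the fry and estimated correlation values go with it.

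Differences between the pools of larvae may account for some of the calls. The male dosage compensation RNA roX1 was at 5666, 5599 and 10981 in the control libraries and at 28468, 11551 and 15663 after Mad knockdown, an adjusted p-value of 0.146 in limma with Benjamini-Hochberg adjustment. The groups did not overlap for roX1 but did for roX2 (204 ± 119 against 432 ± 276). The pair's list passed its camera threshold without control knockdown replicate 3 (adjusted p-value 0.0374, median 1.53) and without Mad knockdown replicate 2 (0.0392). Its median was lowest without Mad knockdown replicate 1, at 0.73 (adjusted p-value 0.187), against 1.148 over all libraries. A larger share of males in the Mad knockdown pools therefore stays open with 3 pools per group. As the whole cause of the calls it is argued against by control knockdown replicate 3 and Mad knockdown replicate 2, whose roX1 levels differed by a factor of 1.05. Of the 268 top genes ranked in the other 4 libraries, 236 (88.06%) went the same way in that pair, against 58.1% of all genes. Developmental stage stays open. The ecdysone response list had a median change of 0.14 and a camera adjusted p-value of 0.335. Of its genes 0 were called and 3 had an unadjusted p-value under 0.05. The list was past its threshold without Mad knockdown replicate 1 (0.0314, median 0.24). Its median fell to 0.0013 without control knockdown replicate 2, 0.027 without Mad knockdown replicate 2 and 0.026 without Mad knockdown replicate 3. It was 0.16 without control knockdown replicate 1 or 3. The salivary gland list, whose glue genes are also timed by stage, was past its threshold.

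Carry-over of other tissues was weighed with marker lists written in advance. All genes counted here as tested were also detected in these muscle-enriched lysates, so muscle itself may express some of them. For carry-over of fat body, 1 of 8 genes of its list had no overlap between the groups (chance gives 10%), and the list had a median of 0.06 and an adjusted p-value of 0.989. Its members went both ways, 3 lower and 5 higher, and the median ran from -0.15 without control knockdown replicate 1 to 0.32 without Mad knockdown replicate 2, so this list does not decide on carry-over of fat body. The salivary gland list was lower in 6 of 6 tested genes, with a median of -3.78 and an adjusted p-value of 2.2e-04, but it took at most 0.00305% of the counts of a control library and 1.6e-04% of a Mad knockdown library. Sgs3, its most abundant gene, was at 534 ± 440 in controls and 18.1 ± 15.5 after Mad knockdown. A smaller carry-over of gland after Mad knockdown would not raise the 106 genes called higher. For the genes called lower this list does not decide, because the share of the glue genes does not bound other transcripts of the gland. None of the list's genes was called over all genes, and 6 had an unadjusted p-value under 0.05. The epidermis and cuticle list was lower (median -0.60 over 58 genes, adjusted p-value 0.00391). Its median was -0.31 without control knockdown replicate 1 and -0.38 without Mad knockdown replicate 2, with adjusted p-values of 0.0264 and 0.0259. The haemocyte list (median -0.33, adjusted p-value 0.0678), nervous system (0.13, 0.490), trachea (-0.28, 0.859), testis (-0.27, 0.989) and the pair of roX RNAs (median 1.148, 0.135) were not past the threshold. The haemocyte list was past it in 6 alternatives, with the lowest value, 0.00995, without control knockdown replicate 1, and 0.365 without control knockdown replicate 3. With 1 library left out its median ran from -0.44 (control knockdown replicate 1) to -0.16 (control knockdown replicate 3). The nervous system median then ran from 0.13 (Mad knockdown replicate 2) to 0.23 (control knockdown replicate 3). Without 1 library the trachea median ran from -0.55 (Mad knockdown replicate 3) to -0.080 (Mad knockdown replicate 2), and that of testis, with 2 genes, from -0.43 (Mad knockdown replicate 2) to -0.14 (control knockdown replicate 1). The midgut list had a median of 2.496 over 3 genes (adjusted p-value 0.439), which was 0.80 without Mad knockdown replicate 3, where Jon65Aiv was at 6410 against 5.47 to 154 in the other 5 libraries. The p-values of this paragraph are from camera with Benjamini-Hochberg adjustment over the 10 lists, and under fry none of these lists was past the threshold, the lowest value being 0.196 for the salivary gland list.

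The fall of sarcomere genes was uneven. Among 23 sarcomere genes with a control mean of at least 50000 the median change was -0.67. Mhc fell from 345499 ± 164023 to 101103 ± 42036, a log2 fold change of -1.77 with an adjusted p-value of 0.0873 in limma with Benjamini-Hochberg adjustment. Zasp66 went from 803287 ± 50995 to 739120 ± 64720, at -0.12. A smaller share of muscle in the Mad knockdown lysates would lower these genes alike, but 6 of the 23 lay above the median by more than 2.5 standard errors (TpnC73F, Mlp84B, Zasp66, tmod, Msp300 and tn) and 2 lay below it (Act87E and Mhc). Such a share would also raise the markers of other tissues together, and 2 of 5 non-muscle lists (fat body, haemocyte, nervous system, epidermis and cuticle, trachea) had a median above 0, which does not decide, since members of these lists went both ways. The uneven fall argues against a smaller share of muscle as the whole cause. A change within muscle, which the knockdown or a difference in stage might bring, stays open and was not tested further. At the other scalings 19 of the 23 genes were lower throughout, 3 were higher throughout and 1 changed sign.

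A trend with gene length and level was weighed next. After it was removed from each library, 232 of the 268 genes were still called, and the ribosomal protein list kept a median of -0.12 (camera adjusted p-value 4.9e-11), against -0.20 before. The trend therefore may account for part of the small ribosomal protein shift, but not for all of it or for most of the calls. Depth is not a likely cause of the calls either, since the library totals of the groups overlapped.

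Called genes lay beside each other more often than random order gives. 25 pairs of neighbouring tested genes were called in the same direction, where 10000 random orders of the calls over the 10291 placed genes gave a median of 3 and at most 12 pairs (permutation p = 0.0001, the smallest these orders can give). In 5 pairs both genes changed by more than 2 on the log2 scale. One stretch of chromosome 3L holds eIF4E3 (-5.93), CG7213 (-3.73) and Dscam4 (-4.74), and one of 2R holds CG10494 (-1.09), CG30288 (-5.41) and CG30289 (-4.43). A candidate explanation is that the lines carrying the hairpins differ in their genomes at these places, by deletions, insertions or other variants linked to the transgene or to its background. Other readings were not tested, namely shared control of neighbours by Mad and reads shared between similar neighbours such as the Hsp70B copies. The level of w, which fly transgenes often carry as an eye colour marker, goes with the same reading, at 2884 to 3537 in control libraries and 83190 to 93496 after Mad knockdown. The body colour gene y was at 17.1 to 29.1 in controls and 0 to 4.03 after Mad knockdown, with an adjusted p-value of 0.0781 in limma with Benjamini-Hochberg adjustment. Genes such as these that differ by many times with little spread are the ones to check first against the parental lines. The line and the knockdown are confounded in this design, since each group has 1 line.

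The 4 Hsp70B copies (Hsp70Ba, Hsp70Bb, Hsp70Bbb and Hsp70Bc) were higher after Mad knockdown, by 1.58 to 2.69 on the log2 scale, and higher at every scaling tried. Hsp70Bb was the most abundant, at 9991 ± 3258 against 52707 ± 5451. A general heat shock response would raise other heat shock genes, but 11 of these had a median change of -0.22 and 8 were lower, among them Hsp68 at -0.94 (adjusted p-value 0.0201 in limma with Benjamini-Hochberg adjustment). Their directions did not change with the scaling. The copies are nearly identical, so reads may be split between them in ways the labels do not state. A difference between the lines in the number or sequence of copies could give the pattern and was not tested.

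Even numbers made up from 68.2% to 70.6% of the counts from 1 to 20 in the 6 libraries. The lowest share was 68.2123% in control knockdown replicate 1, where 275 genes had 1 count and 761 had 2. This is consistent with the mates of a pair having been counted singly, so that most fragments added 2 counts. The number of fragments would then lie nearer to 1 for every 2 counts, and count models that take each count as independent would understate the counting error of low genes.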
